A study of Mus musculus with 7 samples. Its data were reported in "BRCA mutational status shapes the stromal microenvironment of pancreatic cancer linking clusterin expression in cancer associated fibroblasts with HSF1 signaling" (2022).

How the data were processed

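RNA was measured in cancer-associated fibroblasts (CAFs) sorted from orthotopic pancreatic tumors of C57BL/6 mice. The tumors grew from KPC cells, a mouse pancreatic cancer line, that carried either a short hairpin RNA against Brca2 (shBrca2) or a non-targeting hairpin (shControl). Live cells negative for CD45, CD31 and EpCAM and positive for podoplanin were collected. Poly(A) RNA was turned into libraries with a variant of MARS-seq, a protocol that reads the 3' ends of transcripts. The groups were taken from the silencing status recorded for each sample: 3 shControl libraries (replicates 1, 2 and 4) and 4 shBrca2 libraries (replicates 1, 2, 3 and 4).

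The authors deposited a single table of raw counts per gene symbol, with 1 column per library, and the values are whole numbers that were not normalized. The aligner, genome build, annotation, strand handling and collapsing of molecular barcodes were not stated in the sources used here, so the counts were treated as read counts and as including any PCR copies. The table lists 12771 genes. The highest count of every listed gene was 6 or more, and 12100 genes had a count in every library. Genes outside the table, Muc5b among them, were not analysed here. Total counts ran from 1898679 to 5990579 per library, a 3.16-fold range, and the most abundant gene took between 1.17% and 1.77% of a library. No pair of libraries agreed within sampling noise: the lowest mean chi-square per gene between any pair was 3.35, where counting error alone gives about 1.

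The comparison of shBrca2 with shControl used the test and thresholds of the study's methods. DESeq2 1.42.0 (R 4.3.3) was run on the counts with its median-of-ratios size factors and a likelihood ratio test of the group term, on all 7 libraries and with no covariate. A gene was called when its Benjamini-Hochberg adjusted p was under 0.1, its absolute log2 fold change was over 0.5 and its mean normalized count was over 5. Independent filtering and Cook's distance were left at their defaults. 3 genes, Lypd8, Ngp and S100a9, received no p because of the Cook's distance filter and stayed out of every count of calls. These genes were named for that reason, after their values were seen. Fold changes are shBrca2 over shControl and were not shrunken. Errors of fold changes are standard errors, and errors of group means are standard deviations.

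The ratio of Clu to Acta2 was computed per library as log2((Clu count + 1) / (Acta2 count + 1)) and compared by a two-sided exact permutation test over the 35 ways to divide 7 libraries into 3 and 4. The smallest two-sided p of that test is 0.057, so it cannot reach 0.05. Lists of genes were tested with camera (limma 3.58.1) on edgeR 4.0.16 counts with TMM factors, at a preset correlation between genes of 0.01, over the 11632 genes with a mean normalized count over 5. No pathway database was used. 21 lists were written by hand: heat shock, ER stress, integrated stress, oxidative stress, hypoxia, myofibroblastic CAF (myCAF), inflammatory CAF (iCAF), antigen-presenting CAF (apCAF), extracellular matrix, IGF, TGFβ targets, MAPK targets and proliferation, and for other cells as a source of RNA the epithelial, mesothelial, acinar, immune, endothelial, pericyte, erythroid and tissue dissociation lists. The lists were fixed before the data were examined, but after the study's own gene table from these libraries had been read. Their results are therefore not independent of it, above all for hypoxia and iCAF. The extracellular matrix, IGF, TGFβ and MAPK lists also follow pathways that the study had reported from these libraries. Benjamini-Hochberg values were taken over the 21 lists with a threshold of 0.05, and the median log2 fold change of a list is its effect size. A list score per library is the mean over the list's genes of log2(normalized count + 1), after each gene's mean over the 7 libraries was taken off.

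The genes named in the text follow a rule set before the data were examined. It took the 10 genes with the largest log2 fold change in each direction among called genes whose mean normalized count exceeded the first quartile of called genes (32.9) and whose groups did not overlap in normalized counts. Markers that the study measured were added, with Cd74, H2-Aa and H2-Ab1 chosen as mouse genes for its antigen presentation marker HLA-DR. Further genes named in the closing part or as members of a list were picked after their values were seen. Gene positions were taken by symbol from GENCODE vM39 on GRCm39. That build was not stated as the one used for counting, and 12451 of the 12771 symbols (97.5%) were found in it.

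The code was tested on simulated data. Counts for 12771 genes were drawn with the observed means, dispersions and size factors, and 200 genes with a mean normalized count over 20 were changed by a log2 fold change of 1 or 2. The likelihood ratio test called 188 genes, recovered 83% of the changed genes in the right direction, and 11.7% of its calls were false. Of the genes changed by a log2 fold change of 2, 99% were recovered. In a second simulation 2 of 21 lists were shifted, both were called, and no other list was; the simulated genes were independent of each other.

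Alternatives were edgeR's quasi-likelihood test, the DESeq2 Wald test, TMM factors, a filter of at least 10 counts in at least 3 libraries, thinning of all libraries to the smallest total, the replicate number as a block, and each library left out in turn. For the counts of called genes, dropping the minimum on the mean, dropping the fold change minimum, an adjusted p under 0.05 and switching off both DESeq2 filters were tried as well. For the ratio a pseudocount of 0.1 was tried. For the lists, camera with an estimated correlation, fry, DESeq2 size factors and no minimum on the mean were tried. No sequencing batch or date was recorded in the labels used here.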

Results

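To measure how loss of Brca2 in cancer cells affects the fibroblasts around them, CAFs were sorted from tumors formed by KPC-shControl or KPC-shBrca2 cells and their poly(A) RNA was sequenced at the 3' end. The data are counts per gene for 3 shControl and 4 shBrca2 libraries. Total counts were 4117458, 2855708 and 3620093 in shControl replicates 1, 2 and 4, and 3683915, 5990579, 1898679 and 3130893 in shBrca2 replicates 1 to 4. The ranges overlapped between the groups. Between 12511 and 12722 of the 12771 listed genes had a count in a given library, and the median count per gene ran from 32 to 94.

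Brca2 itself was examined first. The hairpin was carried by the cancer cells and not by the sorted fibroblasts, so the transcript here does not measure the knockdown. Brca2 (GRCm39 chromosome 5, 150446057 to 150496080, plus strand) had 12.9 ± 4.18 normalized counts in shControl CAFs (SD, n = 3) and 12.2 ± 2.56 in shBrca2 CAFs (SD, n = 4). Its log2 fold change was -0.03 with a standard error of 0.47 (DESeq2 adjusted p = 0.97), and raw counts lay between 5 and 21 per library. No difference was detectable at this depth. The sign of this value was not stable, with a log2 fold change of 0.24 when shControl replicate 2 was left out and 0.07 when shBrca2 replicate 3 was.

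Differential expression between the groups was then tested over all genes. DESeq2 called 481 genes higher and 673 genes lower in shBrca2 CAFs, which is 1154 genes or 9.04% of those listed. Of these, 313 rose by a log2 fold change over 1 and 349 fell by more than that. The median absolute log2 fold change of the called genes was 1.11, against a median standard error of 0.30. In 951 of the 1154 called genes (82.4%) the normalized counts of the groups did not overlap. Over all listed genes that share was 17.1%, where chance gives 5.71%. The numbers depended on which mice were in the comparison. Without shBrca2 replicate 1, 261 genes were called higher and 354 lower. The numbers were 264 and 366 without shControl replicate 1, 290 and 372 without shBrca2 replicate 4, and 386 and 418 without shControl replicate 4. None of the 1154 genes changed sign in any fit that left out a library.

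**Figure D1:**
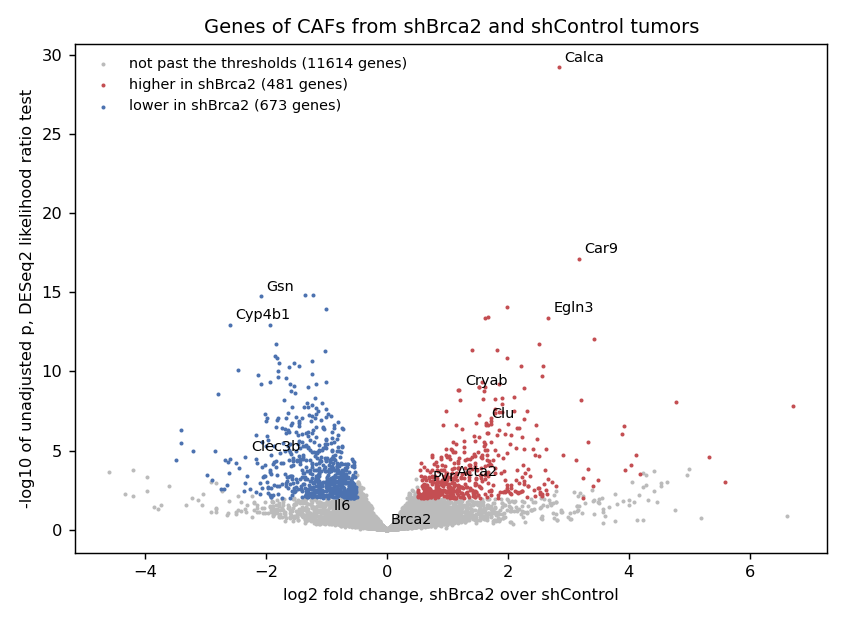
Log2 fold change of each gene (horizontal axis, shBrca2 over shControl) against -log10 of its unadjusted DESeq2 p (vertical axis), for the 12768 genes with a p. The 481 genes called higher are red, the 673 called lower are blue, and Clu (log2 fold change 1.64) sits among the red points while Brca2 (-0.03) lies at the base.

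Clu, the CAF marker at the center of the study, was compared next. Clu (GRCm39 chromosome 14, 66190200 to 66218999, plus strand) encodes clusterin, a secreted chaperone. It rose from 4169 ± 2082 normalized counts in shControl CAFs (SD, n = 3) to 12983 ± 2733 in shBrca2 CAFs (SD, n = 4). The log2 fold change was 1.64 with a standard error of 0.30 (DESeq2 adjusted p = 2.1e-05), a 3.11-fold difference. All 4 shBrca2 libraries, at 9647 or more, lay above all 3 shControl libraries, the highest of which was replicate 4 at 6463. Clu stayed past the threshold in every alternative fit, with log2 fold changes from 1.36 to 2.10 and adjusted p from 3.6e-11 to 0.01.

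Acta2, which encodes the myofibroblast marker αSMA, was set against Clu in the study. Acta2 (GRCm39 chromosome 19, 34217737 to 34232990, minus strand) was also higher in shBrca2 CAFs. It had 45 ± 18.8 normalized counts in shControl (SD, n = 3) and 93.4 ± 17.6 in shBrca2 (SD, n = 4), a log2 fold change of 1.07 with a standard error of 0.32 (DESeq2 adjusted p = 0.018). The counts behind this were low, between 24 and 175 per library. The call was not stable. Without shControl replicate 4, the lowest library at 23.3, the log2 fold change was 0.76 and the adjusted p was 0.17. Without shBrca2 replicate 4 it was 0.99 and just short of the threshold. Over all alternatives the adjusted p ran from 0.011 to 0.17. In the annotation 301 bases of Acta2 exons lie inside Stambpl1 on the opposite strand, and 6 of 9 Acta2 transcripts have their 3' end there, so its counts are uncertain.

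The Clu to Acta2 ratio did not separate the groups. Its mean log2 value was 6.49 ± 1.40 in shControl (SD, n = 3) and 7.10 ± 0.56 in shBrca2 (SD, n = 4), a difference of 0.61 (two-sided exact permutation test, p = 0.51, smallest possible p = 0.057). The overlap came from shControl replicate 4, whose ratio of 266 was the highest of the 7 libraries. The ratios in shControl replicates 1 and 2, 41 and 66, were below those of all shBrca2 libraries, which ran from 94 to 229. Without shControl replicate 4 the groups were apart and the difference was 1.40 (two-sided exact permutation test, p = 0.13, the smallest possible with 2 and 4 libraries). Without shControl replicate 1 the difference was 0.05.

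**Figure D2:**
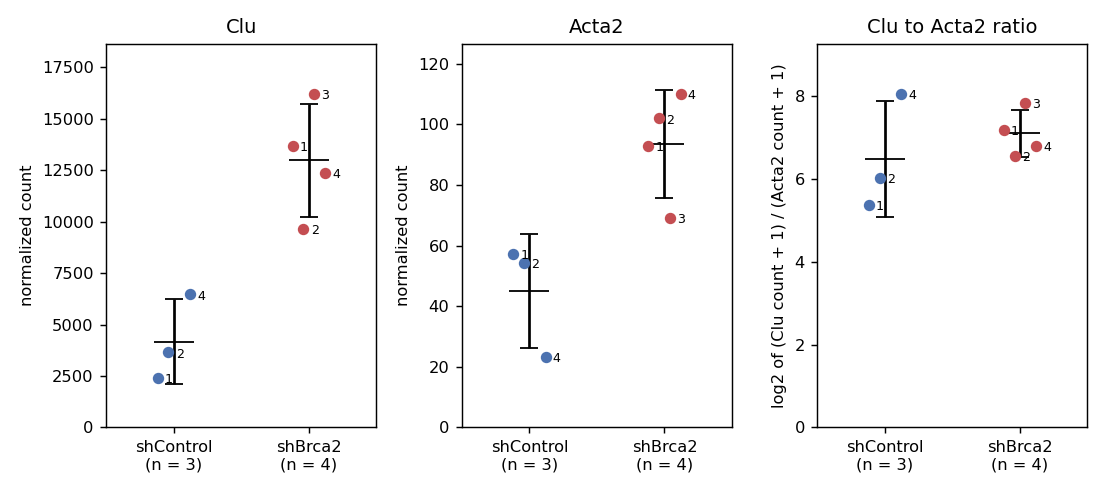
Normalized counts of Clu and of Acta2, and the log2 ratio of their raw counts with 1 added to each, per library, with points numbered by replicate and bars for the mean and SD of 3 shControl and 4 shBrca2 libraries. The groups are apart for Clu and for Acta2, and overlap for the ratio because shControl replicate 4 has the lowest Acta2 and the highest Clu of its group.

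The study stained CD155, Nectin2 and PD-L1, ligands of inhibitory T-cell receptors, as protein on the surface of CAFs by flow cytometry. Transcripts of 5 such ligands, which need not follow surface protein, were compared. Pvr (GRCm39 chromosome 7, 19637503 to 19655085, minus strand), which encodes CD155, rose from 339 ± 45.3 (SD, n = 3) to 539 ± 122 normalized counts (SD, n = 4), a log2 fold change of 0.67 with a standard error of 0.21 (DESeq2 adjusted p = 0.033). It was the only 1 of the 5 with an adjusted p under 0.1, over all genes and adjusted over the list alone (0.0096). The adjusted p of Pvr was 0.2 without shControl replicate 1, 0.17 without shControl replicate 4 and 0.13 without shBrca2 replicate 2. Nectin2 differed by less than the spread between replicates, at 1186 ± 332 normalized counts in shControl and 1291 ± 100 in shBrca2 (log2 fold change 0.12, DESeq2 adjusted p = 0.85). Nectin1 and Nectin3 had log2 fold changes of 0.12 and 0.36, with DESeq2 adjusted p of 0.9 and 0.61. Cd274, which encodes PD-L1, was lower by a log2 fold change of -0.85 with a standard error of 0.49, and did not pass (DESeq2 adjusted p = 0.37). Its raw counts were between 5 and 32 per library.

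A list of 9 further genes held markers and regulators that the study followed by other means. It also held the mouse antigen presentation genes Cd74, H2-Aa and H2-Ab1, chosen here because the study stained HLA-DR in patients. Of the 9 genes, 8 were tested and none passed an adjusted p of 0.1 over all genes or adjusted over the list alone. The number with an unadjusted p under 0.05 was also 0. Hsf1, the transcription factor the study placed upstream of Clu, had 247 ± 47.4 normalized counts in shControl (SD, n = 3) and 263 ± 23.9 in shBrca2 (SD, n = 4). The study judged HSF1 activation in patient tumors by its protein in the nucleus, which the transcript level does not measure. Pdgfra (log2 fold change 0.01) and Grem1 (0.06) differed by less than their standard errors of 0.15 and 0.57. Pdpn, the marker used for sorting, had a log2 fold change of -0.25 with a standard error of 0.15. Il6 fell by 0.97 on the log2 scale with a standard error of 0.63, and shBrca2 replicate 2 kept it from passing: without that library its log2 fold change was -1.58 (DESeq2 adjusted p = 4.0e-05, with a range of 4.0e-05 to 0.86 over the alternatives). The antigen presentation genes Cd74, H2-Aa and H2-Ab1 varied widely among controls. H2-Aa had 267, 280 and 1311 normalized counts in shControl replicates 1, 2 and 4. Without shControl replicate 4 the log2 fold changes of Cd74, H2-Aa and H2-Ab1 were 1.28, 1.10 and 1.19, all past the threshold. With it they were 0.48, -0.07 and 0.28.

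The 10 named genes with the largest increases were Alas2, Car9, Calca, Egln3, Rasgef1b, Krt76, Car12, Tnfrsf9, Cxadr and Nrgn, with log2 fold changes from 2.26 to 3.42. Car9 (GRCm39 chromosome 4, 43506966 to 43513729, plus strand), a carbonic anhydrase, rose from 22 ± 13.5 (SD, n = 3) to 194 ± 26.6 normalized counts (SD, n = 4), with a log2 fold change of 3.18 and a standard error of 0.35 (DESeq2 adjusted p = 4.7e-14). Calca (chromosome 7, 114230712 to 114235592, minus strand), which encodes calcitonin and its gene-related peptide, had the smallest p of all genes. It rose from 146 ± 41.1 to 1053 ± 179 normalized counts, with a log2 fold change of 2.85 (DESeq2 adjusted p = 7.5e-26). Egln3 (chromosome 12, 54225767 to 54250673, minus strand), an oxygen-sensing prolyl hydroxylase, rose from 71.2 ± 36.4 to 450 ± 91. Alas2 (chromosome X, 149330371 to 149353634, plus strand), a heme synthesis enzyme, had the largest log2 fold change of the 20 named genes at 3.42, from a low level of 5.97 ± 4.1 normalized counts in shControl. Car12 and Tnfrsf9 were near the threshold, with DESeq2 adjusted p of 0.085 and 0.094, and both were raised in shControl replicate 2. Car12 had 7.69, 60.7 and 6.81 normalized counts in the controls, and Tnfrsf9 had 7.69, 45.5 and 5.84. Without shControl replicate 2 their log2 fold changes were 4.20 and 3.81, and both were called. Without shControl replicate 1 neither was called (DESeq2 adjusted p = 0.31 and 0.38). Car12 was called in no other fit that left out a library, and Tnfrsf9 only without shBrca2 replicate 3 (DESeq2 adjusted p = 0.015).

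The 10 named genes with the largest decreases were Cyp4b1, Hmcn2, Clec3b, Mest, Pcsk6, Ogn, Gsn, Edn1, Foxj1 and Tac1, with log2 fold changes from -2.59 to -2.02. Gsn (GRCm39 chromosome 2, 35145967 to 35197917, plus strand), which encodes gelsolin, fell from 8596 ± 3563 (SD, n = 3) to 2031 ± 255 normalized counts (SD, n = 4), with a log2 fold change of -2.08 and a standard error of 0.26 (DESeq2 adjusted p = 4.5e-12). Cyp4b1 (chromosome 4, 115476281 to 115504999, minus strand) fell from 163 ± 38 to 27.5 ± 12, a log2 fold change of -2.59 (DESeq2 adjusted p = 1.2e-10). Clec3b (chromosome 9, 122979925 to 122987055, plus strand), which encodes tetranectin, fell from 3512 ± 1836 to 694 ± 282, a log2 fold change of -2.34 (DESeq2 adjusted p = 0.0012). It was not called with the replicate number as a block (DESeq2 adjusted p = 0.16). Ogn was near the threshold (DESeq2 adjusted p = 0.064) and its log2 fold change was -1.17 without shControl replicate 1. Mest had a log2 fold change of -2.17, and of -1.31 without shControl replicate 1. Of the 36 genes chosen as named genes or markers, 21 share exon bases with another annotated gene, mostly on the opposite strand, and their counts are uncertain to that extent. For Mest the shared part was 3850 of 8070 exon bases.

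**Figure D3:**
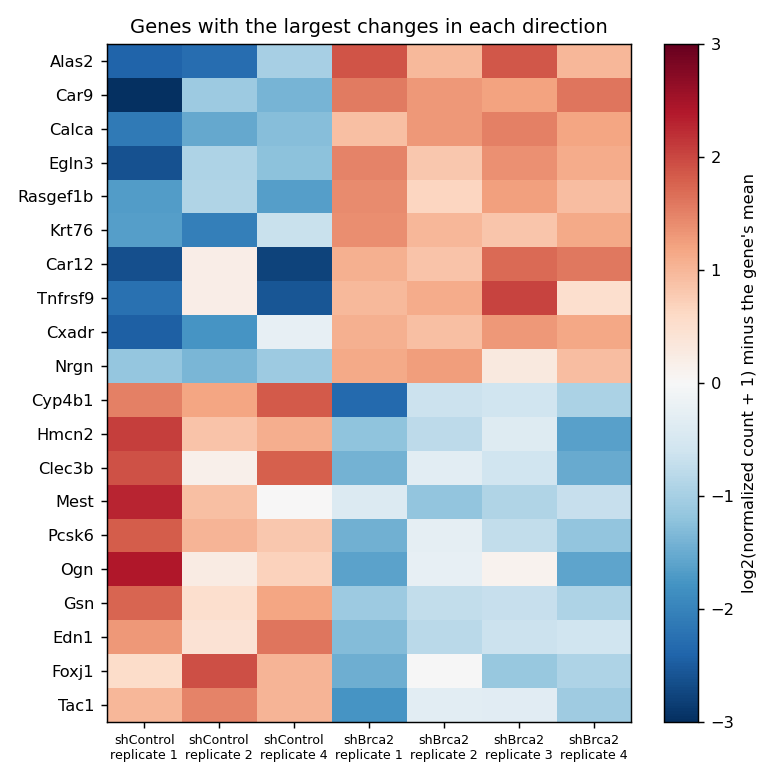
Expression of the 20 named genes (rows) in the 7 libraries (columns), as log2(normalized count + 1) minus the gene's mean, on a color scale from -3 to 3. The 10 upper genes are higher in all 4 shBrca2 libraries than in all 3 shControl libraries and the 10 lower genes are lower in them, since genes were chosen for not overlapping.

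To compare whole programs, 13 lists of stress, CAF and signaling genes were tested with camera. The hypoxia list was higher in shBrca2 CAFs, with a median log2 fold change of 0.53 over 29 genes (camera FDR = 1.5e-12). Its score was -0.43 ± 0.27 in shControl (SD, n = 3) and 0.32 ± 0.08 in shBrca2 (SD, n = 4), and all 4 shBrca2 libraries were above all 3 controls. 12 of its genes were called higher, among them Bnip3 and Hilpda at log2 fold changes of 1.67 and 1.62, and 1 was called lower, Adm at -1.30. The MAPK targets list was also higher, with a median of 0.47 over 24 genes (camera FDR = 0.0083) and scores that did not overlap. Dusp4, Dusp6, Etv4, Spred3 and Ereg were called higher, with log2 fold changes of 1.86 for Dusp4 and 1.36 for Dusp6. Spry2 was called lower at -1.15. Map3k1, also called higher at 2.48, is a kinase of the pathway and not a target of it. The proliferation list had a median of 0.52 (camera FDR = 0.0019), but its scores overlapped, at 0.35 in shControl replicate 2 and -0.28 in shBrca2 replicate 3. Its median depended on single controls. It was 0.25 without shControl replicate 1 and 0.26 without shControl replicate 4 (camera FDR = 0.049 and 0.05). Without shControl replicate 2 it was 0.91 (camera FDR = 6.1e-09).

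The iCAF list was lower, with a median log2 fold change of -1.10 over 17 genes (camera FDR = 7.9e-12), and 12 of its genes were called lower. Among them Col14a1, Svep1, Ly6c1 and C3 had log2 fold changes of -1.94, -1.93, -1.91 and -1.41. The scores overlapped, since shBrca2 replicate 2 had 0.28 and shControl replicate 2 had 0.25. The extracellular matrix list was lower with a median of -0.35 over 36 genes (camera FDR = 9.5e-06), and 11 of its genes were called, all of them lower, with Fbn1 at -1.03 and Mmp3 at -1.18. Col1a1 (-0.04) and Col1a2 (-0.09) differed by less than their standard errors of 0.24 and 0.15. The IGF list had a median of -0.29 and did not pass (camera FDR = 0.062), although 8 of its 15 genes were called: Igfbp4, Igfbp5, Igfbp6, Igfbp7, Htra1 and Igf1 lower, Pappa and Pappa2 higher. The TGFβ targets list showed no shared direction, with a median of 0.02 (camera FDR = 0.67). Ltbp1 and Ltbp2 were called lower while Tgfbi and Tgfb1 were called higher. Of these, Ltbp1, Ltbp2 and Tgfb1 encode parts of the pathway itself.

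The myCAF and apCAF lists were higher by medians of 0.31 and 0.33 (camera FDR = 0.048 and 0.013), and neither was stable when single libraries were left out. The FDR of myCAF was 0.45 without shControl replicate 4 and 0.23 without shBrca2 replicate 4. The FDR of apCAF was 0.18 without shControl replicate 1, where its median was -0.01. The ER stress list was lower by a median of -0.27 (camera FDR = 0.019) and did not pass without shControl replicate 2 (FDR = 0.22), shBrca2 replicate 3 (0.059) or shBrca2 replicate 4 (0.054). The heat shock list showed no shift, with a median of 0.03 over 21 genes (camera FDR = 0.51). This list was written by hand and does not measure HSF1 activity. The study used a database of HSF1 targets and reported their enrichment among genes higher in these CAFs, which was not tested here. Cryab was the only called gene of the heat shock list, at a log2 fold change of 1.20 with a standard error of 0.19 (DESeq2 adjusted p = 3.8e-07). Hspa1a and Hspa1b had log2 fold changes of 0.74 and 0.91 and did not pass (DESeq2 adjusted p = 0.2 and 0.12). The integrated stress and oxidative stress lists did not pass (medians 0.04 and -0.11, camera FDR = 0.71 and 0.67).

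**Figure D4:**
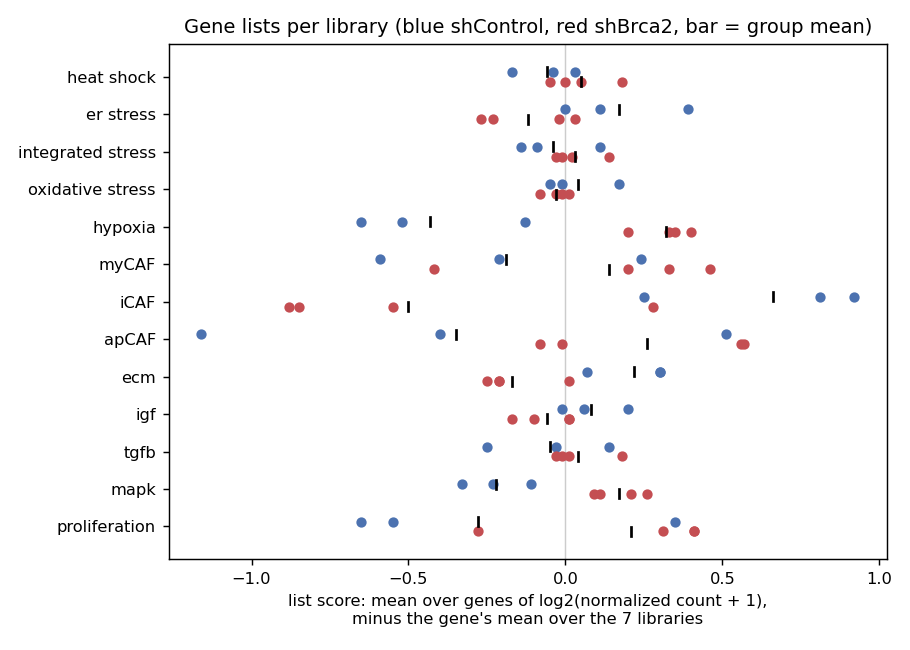
Score of each of 13 gene lists (horizontal axis, mean over genes of log2(normalized count + 1) relative to each gene's mean) per library, with blue points for shControl, red points for shBrca2 and a bar for each group mean. The groups are apart for the hypoxia, extracellular matrix and MAPK lists, and overlap for iCAF, where shBrca2 replicate 2 (0.28) sits beside shControl replicate 2 (0.25).

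Lists for other cells as a source of RNA were tested in the same way. The epithelial list was higher by a median of 1.55 over 9 genes (camera FDR = 1.5e-05), and the mesothelial list by 0.80 over 21 genes (3.6e-07). The pericyte list was higher by 0.67 (0.0034). Of its 10 genes tested, 5 were called higher: Notch3, Des, Cox4i2, Ndufa4l2 and Gja4. Kcnj8, Abcc9 and Myh11 did not rise, at log2 fold changes of -0.13, -0.32 and -0.11. The list therefore does not settle whether more pericyte RNA was present. The erythroid list was higher by 1.56, although only 2 erythroid genes could be tested (0.025): Alas2 rose and Bpgm had a log2 fold change of -0.31. Without shControl replicate 1 the erythroid list did not pass (FDR = 0.095). The mesothelial median was 0.43 without shControl replicate 1 and 1.53 without shControl replicate 4. The pericyte median was 1.21 without shControl replicate 2. The mesothelial and pericyte lists passed in these fits. The acinar list was lower by a median of -1.92 over 11 genes (1.7e-05), with counts that were low in every library. The immune, endothelial and dissociation lists did not pass (camera FDR = 0.67, 0.71 and 0.62, medians of -0.16, 0.51 and -0.14), although the dissociation list passed without shControl replicate 2 (FDR = 0.048, median -0.36). The immune list held genes called in both directions. The plasma cell genes Jchain and Mzb1 were called lower, at log2 fold changes of -3.41 and -2.98 (DESeq2 adjusted p = 4.8e-05 and 0.0089). Csf1r and C1qa were called higher (DESeq2 adjusted p = 2.7e-05 and 0.092). In all, 13 of 21 lists passed. These calls rest on the preset correlation between genes. With the correlation estimated from the data 0 lists passed, 2 lists had an unadjusted p under 0.05, and the lowest FDR was 0.24. With fry, hypoxia, MAPK and erythroid passed (FDR = 0.039 each), while iCAF (0.056) and extracellular matrix (0.051) lay just above the threshold.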

Values the study reported

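The study reported 482 upregulated and 666 downregulated genes for the comparison of CAFs between tumors with and without Brca2 silencing.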

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

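Among 62 results of the report, 6 had 1 shBrca2 library far from the other 3, where chance gives about 3.1. Lypd8, Ngp and S100a9 were scanned because they had no p, which the Cook's distance filter withholds where 1 library is extreme. Their flags were thus largely fixed beforehand. The remaining flags, Il6 and the extracellular matrix and proliferation lists, are about as many as chance gives. The tests in this part were chosen after the results were seen, except that the neutrophil genes were listed before their values were looked at. Groups of 3 were not examined in this way.

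For Il6, shBrca2 replicate 2 had 1098 normalized counts and the other shBrca2 libraries had 319, 402 and 340, a gap of 0.89 of the group's range. shBrca2 replicate 2 was also the deepest library. After all libraries were thinned to the smallest total the ratio for Il6, the lowest of the 4 genes in this part, was again 0.89. The values were already scaled for depth, and raw counts of Il6 lay between 233 and 1883 per library. Thinning could therefore change the gap little and says little about depth. The controls had 1227, 483 and 1460, so this library lay within their range for Il6. A difference in the fibroblasts of that tumor stays open, since the design holds no second sample of it.

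For S100a9 and Ngp the same library stood apart, with gaps of 0.97 and 0.94. S100a9 had 94 counts in shBrca2 replicate 2 and 5 or fewer elsewhere, and Ngp had 59 counts there and 2 or fewer elsewhere. Camp, Ltf and S100a8, picked after the values were seen, were also highest there. These genes encode proteins of neutrophil granules or cytosol, so neutrophils that escaped the CD45 depletion may be the source. Of 7 other neutrophil genes listed in advance and present in the table, 3 were highest in that library: Wfdc21, Ifitm6 and Pglyrp1, all at 9.91 normalized counts or fewer. Mmp8, Mmp9, Mpo and Cebpe, with higher levels, were highest in other libraries, at 32.1, 24.8, 39.7 and 17.7 normalized counts. Neutrophils and expression in other cells cannot be told apart here, because the listed genes went both ways.

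Lypd8 had 170 counts in shBrca2 replicate 1 and 3 or fewer in the other 6 libraries, a gap of 0.99. The gap stayed at 0.98 after thinning, which could hardly move a gap this wide and so says little about depth. No cell source of it was tested.

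The extracellular matrix list had a gap of 0.85, with a score of 0.01 in shBrca2 replicate 2 against -0.21, -0.25 and -0.21 in the others. The proliferation list had a gap of 0.86, with -0.28 in shBrca2 replicate 3 against 0.41, 0.31 and 0.41. shBrca2 replicate 3 was the shallowest library. After thinning, the gaps were 0.80 and 0.73, no longer beyond the critical ratio, so depth may contribute to both and cannot be told apart from a difference between tumors.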

How the results depend on the processing

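Of 837 alternative values of 64 results, 726 kept their direction and their side of the threshold. 24 results did so under every alternative tried for them, and 16 of the 20 named genes were among them. Unless a cause is given, the cause was not tested. The counts of called genes were 464 higher and 655 lower with edgeR, with 1052 genes shared, and 482 and 666 with the DESeq2 Wald test, with 1142 shared. TMM factors gave 480 and 679. The filter on low counts gave 495 and 675, an adjusted p under 0.05 gave 348 and 512, and dropping the minimum on the mean gave 502 and 687. The median log2 fold change of all genes was 0.01 with DESeq2 size factors and 0.00 with TMM factors. Thinning to the smallest total gave 336 and 503, with 808 of the 1154 genes (70%) still called, so the smaller depth cost calls and no called gene changed sign.

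Across the 7 fits that each left out a library, the genes called higher ran from 261 to 610 and those called lower from 354 to 695. Fewer samples explain a part of this, but leaving out shControl replicate 2 raised the counts to 610 and 695.

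With the replicate number as a block 211 genes were higher and 280 lower. The deviations of same-numbered libraries from their group means had correlations of -0.07, -0.10 and -0.09 for numbers 1, 2 and 4, so the numbers did not pair the libraries. shBrca2 replicate 3 has no control of its number, so the block also takes it out of the contrast, and the log2 fold change of Nectin1 without that library was -0.17 with no block. Not all values weakened: the FDR was 7.0e-04 for myCAF and 1.0e-05 for proliferation, and the adjusted p of Tnfrsf9 was 0.0013. Of the named genes, Clec3b, Car12 and Ogn lost their call under the block, with adjusted p of 0.16, 0.16 and 0.26. Under the block the log2 fold change of Brca2 was 0.09, of Nectin1 -0.18 and of H2-Aa 0.12, 0 checkpoint ligands passed (1 had an unadjusted p under 0.05), and the FDR of the ER stress list was 0.054. The Clu to Acta2 difference was 0.36 over the paired numbers.

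Thinned counts gave log2 fold changes of 0.41 for Brca2, -0.02 for Pdgfra and 0.94 for Acta2, which was then just short of the threshold, and an FDR of 0.0091 for the IGF list. Leaving out single libraries gave log2 fold changes from -0.18 to 0.24 for Brca2, 0.76 to 1.30 for Acta2, -0.17 to 0.26 for Nectin1, -0.05 to 0.35 for Nectin2, -0.07 to 0.09 for Pdgfra, -0.44 to 1.10 for H2-Aa, -0.07 to 1.19 for H2-Ab1, -0.03 to 0.25 for Hsf1 and -0.45 to 0.57 for Grem1. The number of checkpoint ligands that passed ran from 0 to 1 and that of CAF markers from 0 to 3.

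With an estimated correlation 0 lists passed, with FDRs of 0.24 for hypoxia, iCAF, extracellular matrix and MAPK, 0.5 for ER stress, 0.51 for apCAF and proliferation and 0.75 for myCAF. With fry 3 lists passed, and the FDR was 0.056 for iCAF, 0.051 for extracellular matrix, 0.14 for ER stress, 0.47 for myCAF, 0.33 for apCAF and 0.32 for proliferation. The FDR ranges over the fits that each left out a library were 0.28 to 0.82 for heat shock, 0.35 to 1 for integrated stress, 0.0032 to 0.22 for ER stress, 7.4e-04 to 0.45 for myCAF, 6.5e-08 to 0.18 for apCAF, 0.019 to 0.17 for IGF, 0.011 to 0.095 for the erythroid list, 0.048 to 0.99 for the dissociation list and 0.39 to 0.87 for the immune list. In some of these fits the medians of the heat shock, integrated stress, apCAF and immune lists changed sign. Without the minimum on the mean, the endothelial list had a negative median (FDR = 0.68).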

Other observations

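The tests that count splits of the libraries and the thinning were chosen beforehand, and all other tests of this part were chosen after the values were seen.

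Other divisions of the 7 libraries into 3 and 4 were compared with the real one. 1 of the 35 splits, the real one, gave as many as 1154 called genes. The next highest, with 630 genes, set shBrca2 replicates 1, 3 and 4 against the 3 controls and shBrca2 replicate 2. The number of lists past the threshold behaved differently. 1 of the 35 splits gave as many as 13 lists, but other splits gave up to 12. The split of shControl replicates 1 and 2 and shBrca2 replicate 1 from the rest gave 12 lists with 0 genes called, so camera with a preset correlation called many lists where single genes did not differ. For the hypoxia list 1 of the 35 splits gave a p as small, and for the iCAF list 3 of the 35 splits did. Among the other called lists the number was 1 for erythroid, 2 for epithelial, 3 for MAPK and pericyte, 4 for extracellular matrix and acinar, 10 for mesothelial, 12 for ER stress, 14 for proliferation and 19 for myCAF and apCAF. The 4 splits that set 3 shBrca2 libraries against the rest keep all controls on one side and so hold much of the real contrast. A small number of such ties therefore leaves it open whether a list call is more than regrouping gives. Thinning left 70% of the called genes in place, which argues against sequencing depth as the source of the differences.

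The DESeq2 Wald test gave 482 genes higher and 666 lower. These counts match those quoted from the study above, while the likelihood ratio test named in its methods gave slightly different counts here.

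The fall of the iCAF list was set against genes common to fibroblasts. If fewer of the sorted cells were fibroblasts, such genes would fall as well. The median log2 fold change of 12 of them, among them Pdgfrb, Thy1, Col1a1, Col6a1 and Fap, was -0.01, with a range from -0.25 to 0.20, against -1.10 for the iCAF list. This argues against a lower share of fibroblasts. A shift between kinds of fibroblast, or a change within them, stays open and was not tested. shBrca2 replicate 2 lay among the controls for the list score, but not for every gene. Dpt, Clec3b, Col14a1, Ly6c1, Svep1, C3 and Efemp1 were lower in all 4 shBrca2 libraries than in all 3 controls, while Il6, Cxcl1, Cxcl12, Ccl7, Has1 and Igf1 overlapped.

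Epithelial and mesothelial genes rose in shBrca2 libraries although EpCAM-positive cells had been removed. Krt8 rose from 135 ± 44.4 to 401 ± 53.3 normalized counts and Cxadr from 65 ± 53 to 322 ± 36. Of 9 epithelial genes tested, 6 were higher in every shBrca2 library than in every shControl library, which is consistent with some cancer cells among the sorted cells. Lcn2 went the other way, with a log2 fold change of -0.87. Mesothelial cells are another candidate source. The log2 fold changes of 10 genes restricted to mesothelium ran from -0.60 for Rspo1 to 0.97 for Gpm6a, with a median of 0.20, and none of them passed. Msln (0.89) was higher in every shBrca2 library than in every control, while Cldn15 (-0.44) was lower in every shBrca2 library. Calb2, a mesothelial gene outside those 10, had no counts in the controls and between 8.13 and 38 normalized counts in shBrca2 (log2 fold change 6.72, adjusted p = 2.8e-06). The epithelial score minus the score of those 10 genes was 1.01 higher in shBrca2 (two-sided exact permutation p = 0.11), with overlapping groups, so the sources cannot be told apart. Expression of keratins by the fibroblasts themselves was not tested.

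Whether such cells could carry the rise of Clu was examined by size. Clu rose by 8814 normalized counts per library, 7.24 times the summed rise of 1217 in 8 epithelial genes and Krt8, Krt18 and Krt19. The level of Clu in the cancer cells was not used here, so in these libraries this source cannot be told apart from a rise in the fibroblasts. The study did report higher Clu in cultured stellate cells given medium from shBrca2 cancer cells, where no sorting was involved. It also listed CLU among the proteins that shBrca2 organoids secreted more.

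Acinar genes were lower in shBrca2 libraries. Of 11 tested, 10 were lower, Cela2a from 23.9 ± 14.4 to 3.39 ± 2.31 normalized counts, which is consistent with less RNA from acinar cells in those samples. The exception was Cela1, higher by a log2 fold change of 0.95. The whole list took between 0.0037% and 0.011% of the counts, so it bears little on other genes.

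Hox genes of the posterior body and Pitx1 split the shBrca2 libraries. Hoxc8 had 50.8, 5.25, 51.8 and 48.8 normalized counts in shBrca2 replicates 1 to 4 and at most 3.42 in the controls. Hoxc9 had 40.4, 6.99, 57 and 61, and at most 3.89 in the controls. Pitx1 had 83.5 and 103 in replicates 1 and 4, and 4.08 and 5.18 in replicates 2 and 3. Hoxa5, by contrast, lay between 300 and 472 in all 7 libraries. These genes were picked for this pattern, and shBrca2 replicate 2 was the deepest library. Epithelial cells as the source would predict fewer epithelial counts in that library. It had 476, against 674, 499 and 498 in replicates 1, 3 and 4. The epithelial counts thus did not fall in step with Hoxc8 and Hoxc9. Pitx1 also differed between replicates 3 and 4, whose epithelial counts were nearly equal. The Hox values rest on a single library and the genes were picked for their pattern, so this source cannot be told apart from others. Fibroblasts of another body position in some tumors may be a source as well, and this was not tested.

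Acta2 was low for CAFs. Its mean of 72.7 normalized counts was far below that of Tagln, another contractile gene, which was 40.3 times higher. The 301 bases shared with Stambpl1 hold the 3' end of 6 of the 9 annotated transcripts of Acta2, and reads there may have been dropped as ambiguous if strand was not used. The other 3 transcripts end outside it. Stambpl1 held between 17.3 and 35.9 normalized counts. Without the reads, lost counts and low expression cannot be told apart. Tagln and Actg2 had log2 fold changes of 0.38 and 0.69, in the direction of Acta2, and neither passed.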
